A study of Homo sapiens with 12 samples. Its data were reported in "Autophagy degrades immunogenic endogenous retroelements induced by 5-azacytidine in acute myeloid leukemia" (2024).

How the data were processed

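RNA was profiled by poly-A-selected, strand-aware RNA-seq in 12 libraries of THP-1, an established human acute myeloid leukemia cell line with monocytic features. Per the labels, the libraries formed 4 groups of 3 replicates, all collected on day 4: untreated controls (CT), cells treated with decitabine (DAC), cells treated with azacitidine (AZA), and cells treated with AZA and Spautin-1 (AZA+SPA). DAC and AZA are nucleoside analogs that trap and deplete DNA methyltransferases and thereby lower DNA methylation. Spautin-1 inhibits the deubiquitinases USP10 and USP13 and thereby autophagy. The study states that it also suppresses the unfolded protein response. The study's methods describe the AZA and AZA+SPA arms as an experiment of their own, with a pretreatment step before AZA and a later collection after drug removal than for the CT and DAC arms, and give the controls of both experiments a solvent vehicle. The gene listings differed along the same line: the CT and DAC libraries listed 58233 genes, and the AZA and AZA+SPA libraries 58174 of these plus 45 entries for the pseudoautosomal genes of the Y chromosome.

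The deposited values were counts, whole numbers of fragments per gene that the authors had not normalized, with 1 column ignoring strand and 1 column for each strand, in the layout that the aligner STAR writes for uniquely mapped fragments. The study's methods name STAR and GRCh38 for alignments made to build its peptide databases. Whether those alignments gave these counts, and so the genome build and annotation release behind them, is not given in the sources used here. The study's methods describe kallisto estimates for its own expression analysis, so the counts used here are not the values behind its published calls. Of the 2 columns for a strand, the one with far fewer fragments outside genes was taken as the counts on the gene strand and used throughout. The rows that name no gene stayed out of library sizes and tests. They held, per library, 2.75% to 3.46% unmapped fragments, 8.67% to 10.9% multi-mapping fragments, 5.90% to 8.16% fragments in no gene on their strand and 2.71% to 2.98% ambiguous fragments. The Y-chromosome pseudoautosomal entries held at most 4 counts per library and were left out. Gene symbols, biotypes and coordinates were taken from GENCODE release 44 on GRCh38 by Ensembl gene ID, of which 57392 matched. Coordinates are 1-based and belong to that release, and the deposited files give none.

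Libraries held 65.9 to 83.3 M fragments, of which 51.8 to 65.5 M were counted on the gene strand of a gene. Replicates of a group differed by more than sampling noise in each of the 12 pairs (chi-square per degree of freedom 4.65 to 23.7 over genes with at least 50 counts), so no library was counted as a copy of another. At this depth the median standard error of a log2 fold change was 0.07 in each of the 3 comparisons. Intervals and floors given with counts cover counting error only, at a confidence level of 95%. A fold against a group without a count was computed against a floor of 3 counts over the group.

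Differential expression was tested with limma-voom (limma 3.58.1, edgeR 4.0.16, R 4.3.3) after the study's methods: TMM normalization, genes with a CPM above 1 in at least 2 of the 6 libraries fitted, a linear model with the treatment as its only term, moderated statistics and two-sided p-values with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. DAC was compared with CT, and AZA+SPA with AZA, each pair fitted alone. AZA was also compared with CT over the genes both listings share. The study did not make that comparison in these libraries, and it sets arms of 2 experiments against each other. CPM values are means ± SD with TMM-scaled library sizes of the libraries in that comparison, so the CPM of a library can differ slightly between comparisons.

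Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with adjustment over the 9 lists of each comparison. The lists were double-stranded RNA response genes named in the study's text (6 genes), interferon-stimulated genes (44), cancer-testis genes (64), endogenous retrovirus genes (24, of which 14 matched a symbol), autophagy (38), unfolded protein response (31), proliferation (38), chemokine and inflammation (22) and MHC-I presentation (15). No gene was in more than 1 of these 9 lists. The overlap of calls was tested with Fisher's exact test, two-sided. Genes are not independent replicates, so odds ratios are descriptive. DAC and AZA share the CT libraries as their baseline. The share of genes changed in the same direction was therefore set beside 100 simulations of unchanged groups, in which CT libraries were redrawn around the CT means and shared by both simulated comparisons.

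The genes named in the text followed a rule. In DAC versus CT and in AZA+SPA versus AZA it took the 5 called genes with the largest positive and the 5 with the largest negative log2 fold change, among those with non-overlapping replicates and a mean CPM of at least 1. In AZA versus CT it took the first 3 each way. It also named OAS1, OAS2, OAS3, GBP1, RIGI, IFIH1, DNMT1, DNMT3A, DNMT3B, TRDMT1, SQSTM1, ATG3, MAP1LC3B, USP10 and USP13 whatever their values, and up to 3 called members of each list with a camera adjusted p of at most 0.05. Genes named outside this rule are said to be chosen after their values were seen. The grouping, the tests, the 9 lists, the naming rule and all alternatives except those stated in the closing section were fixed before the data were examined.

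The replicate numbers in the labels were checked for pairing by correlating, across genes, the deviations of same-numbered libraries from their group means. The correlations for replicates 1, 2 and 3 were 0.639, 0.591 and 0.218 between CT and DAC and 0.353, 0.204 and 0.435 between AZA and AZA+SPA, all above the limit of 0.1, so the numbers were taken to pair these libraries. The study's methods name a paired analysis for its AZA-treated cell lines without saying what was paired. The main fit had no block, and the fit with the replicate number as a block was an alternative.

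The gene-level tests were tried, after a first run on the real counts, on simulated data drawn from the means and library sizes of each comparison, with 200 genes changed 4-fold. For DAC versus CT, limma-voom recovered 100% of them with 3 false calls among 13492 genes. It recovered 99.5% with no false call among 14070 genes for AZA+SPA versus AZA and 99.5% with no false call among 13790 genes for AZA versus CT. The quasi-likelihood test of edgeR recovered 99% or more and DESeq2 99.5% in each. Simulated lists of 30 unchanged genes had camera adjusted p-values of 0.758, 0.632 and 0.722 in these 3 comparisons. Alternatives were DESeq2 size factors in place of TMM, no filter or filterByExpr in place of the CPM filter, edgeR's quasi-likelihood test, DESeq2 1.42.0, all 12 libraries in 1 fit, the replicate block, other fold-change thresholds, counts with strand ignored, fry or an estimated correlation in place of camera's preset one, and leaving out each library in turn. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Retroelement transcripts outside annotated genes, which the study quantified, were not analysed here, because the deposited counts are per gene.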

Results

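Gene-level counts were analysed for 12 RNA-seq libraries of THP-1 cells, 3 each of CT, DAC, AZA and AZA+SPA. Counts on the gene strand were 63.1, 65.5 and 55.0 M in CT replicates 1 to 3, 51.8, 56.8 and 58.2 M in DAC, 57.7, 51.9 and 53.1 M in AZA, and 56.3, 52.4 and 58.8 M in AZA+SPA. Across 13611 genes, the first principal component held 67.0% of the variance. It placed CT at -53.6 to -53.5, DAC at -8.30 to -5.62, AZA at 31.7 to 34.2 and AZA+SPA at 25.3 to 28.9. The libraries of the 2 experiments therefore also lay apart on this component, and the experiment cannot be told apart from the treatment in any comparison that crosses them. The next component (16.6%) placed CT at 10.4 to 13.8 beside AZA at 13.9 to 18.0, with AZA+SPA at -3.20 to 0.069 and DAC at -28.1 to -26.5, so it did not follow the experiment. A further component (7.51%) placed AZA at -14.1 to -9.61 and AZA+SPA at 16.3 to 18.5.

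The DAC and CT libraries ask which genes another hypomethylating drug changes in THP-1 cells. Of 13666 genes tested with limma-voom, 606 (4.43%) were called, 538 higher and 68 lower in DAC. Dropping the fold-change threshold moved this number most: 6379 genes passed the adjusted p alone, 3370 higher and 3009 lower, so that the skew toward higher genes belonged to the large changes. With no filter on low counts the call count was 1890, of which 586 were shared with the 606. The replicates of both groups did not overlap for 602 of the 606 called genes and for 56.6% of all genes tested, where chance gives 10%. The exceptions were ANO5, CCL3, ITGA3 and RPS15AP1, named after their values were seen. The median log2 fold change was 1.50 among higher and -1.17 among lower genes. Of the higher genes, 481 were protein-coding and 41 were lncRNA, 61 rose at least 8-fold, and 256 (47.6%) had a mean below 1 CPM in CT. The filter favors genes this low in CT that DAC raised. Of 602 such low genes tested, these 256 were called higher, and how the rest passed the filter was not counted. Of the lower genes, 53 were protein-coding and 12 were lncRNA.

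The largest increases were in genes almost silent in CT. PNMA5 (ENSG00000198883, chromosome X, 152988824 to 152994116) rose from 0.0428 ± 0.0224 CPM in CT to 32.2 ± 5.77 CPM in DAC (SD, n = 3 each), a log2 fold change of 9.39 (SE 0.57, limma-voom adjusted p 2.18e-05). DAZL (ENSG00000092345, chromosome 3, 16586792 to 16670306) rose from 0.0228 ± 0.0199 to 9.54 ± 1.97 CPM, a log2 fold change of 8.61 (SE 0.61, adjusted p 4.03e-05). COL11A1 (ENSG00000060718, chromosome 1, 102876467 to 103108872) rose from 0.257 ± 0.0673 to 66.2 ± 3.54 CPM, a log2 fold change of 8.003 (SE 0.22, adjusted p 1.80e-06). TUBA3D (ENSG00000075886, chromosome 2, 131476119 to 131482934) had 1 count over the 3 CT libraries and 407 over the DAC libraries, a ratio of CPM of 448 with a counting interval of 79.9 to 17732. CCDC152 (ENSG00000198865, chromosome 5, 42756818 to 42802439) had 2 counts against 393, a ratio of 216 with an interval of 59.5 to 1792. With strand ignored, the log2 fold change of TUBA3D was 3.13 in place of 7.63 and that of CCDC152 was 5.28 in place of 7.36, so both depend on the strand assignment. TUBA3D also has near-identical copies whose shared fragments the counting cannot place.

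The largest decreases were smaller. PRTG (ENSG00000166450, chromosome 15, 55611544 to 55743152) fell from 3.67 ± 0.107 CPM in CT to 0.975 ± 0.158 CPM in DAC (SD, n = 3 each), a log2 fold change of -1.92 (SE 0.14, limma-voom adjusted p 3.91e-05). NKD2 (ENSG00000145506, chromosome 5, 1008802 to 1038943) changed by -1.75 (SE 0.24, adjusted p 7.09e-04) and CHST4 (ENSG00000140835, chromosome 16, 71525233 to 71538748) by -1.59 (SE 0.20, adjusted p 5.00e-04) on the log2 scale. TUB (ENSG00000166402, chromosome 11, 8019244 to 8106243) changed by -1.56 (SE 0.18, adjusted p 3.05e-04) and GPM6B (ENSG00000046653, chromosome X, 13770939 to 13938638) by -1.552 (SE 0.09, adjusted p 2.00e-05). GPM6B was at -1.10 with strand ignored.

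The study examined genes of the response to double-stranded RNA, which it states that retroelements can generate. All 6 genes of this list were higher in DAC, with a median log2 fold change of 1.64, 4 of them called and all 6 at an adjusted p of at most 0.05, both over all genes tested and adjusted over the list alone (camera adjusted p 1.42e-04). OAS1 (chromosome 12, 112905856 to 112933219) rose from 3.01 ± 0.589 to 9.94 ± 1.57 CPM (log2 fold change 1.72, SE 0.17, limma-voom adjusted p 1.60e-04). OAS2 (chromosome 12, 112978395 to 113011723) rose from 3.01 ± 0.403 to 8.79 ± 0.332 CPM (1.552, SE 0.10, adjusted p 3.12e-05). OAS3 (chromosome 12, 112938051 to 112976460) rose from 3.61 ± 0.742 to 14.7 ± 0.621 CPM (2.05, SE 0.13, adjusted p 2.60e-05). GBP1 (chromosome 1, 89051882 to 89065360) rose from 0.144 ± 0.0207 to 1.14 ± 0.146 CPM (2.93, SE 0.22, adjusted p 4.91e-05). RIGI (chromosome 9, 32455302 to 32526208) and IFIH1 (chromosome 2, 162267074 to 162318684) rose by 0.29 (SE 0.08, adjusted p 0.0158) and 0.62 (SE 0.06, adjusted p 1.06e-04) on the log2 scale and stayed under the fold-change threshold.

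**Figure D1:**
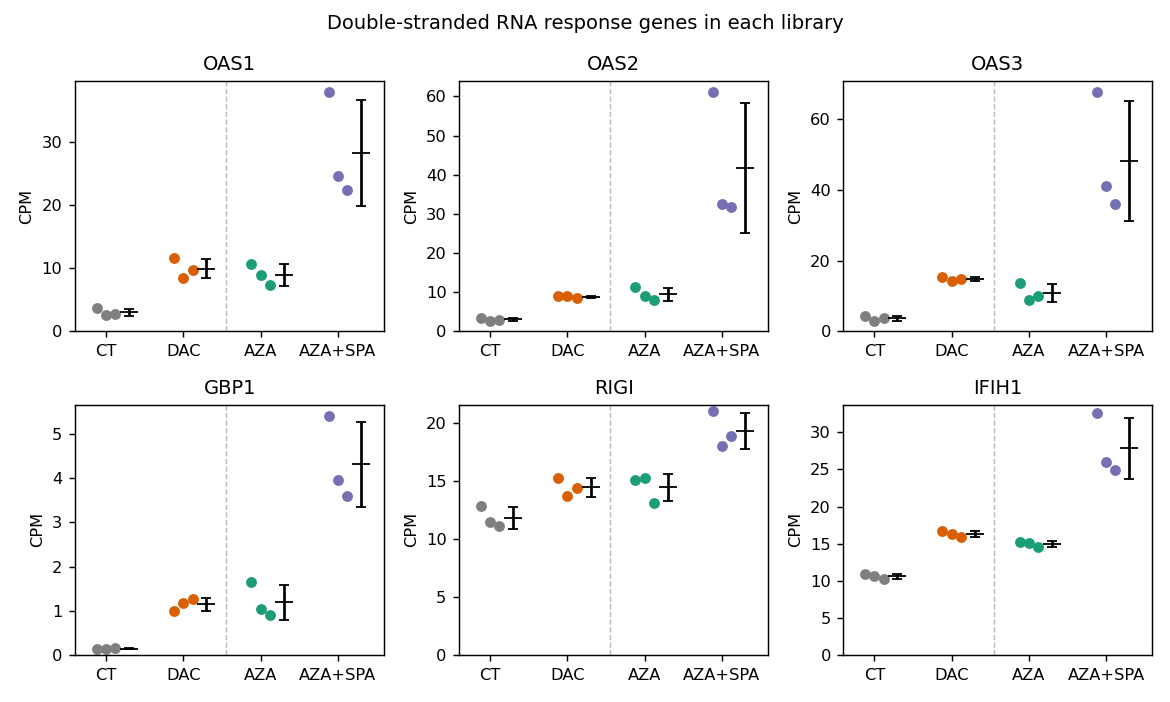
Expression (CPM, linear axis from 0) of the 6 double-stranded RNA response genes in each library by group; dots are libraries, bars give the mean ± SD of 3 replicates, and the dashed line parts the 2 experiments. OAS1 lay at 9.94 ± 1.57 CPM in DAC against 3.01 ± 0.589 in CT, and at 28.2 ± 8.40 in AZA+SPA against 8.95 ± 1.72 in AZA.

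Of the 41 interferon-stimulated genes tested, 39 were higher in DAC (median log2 fold change 0.55, camera adjusted p 9.41e-11). Of these 41, 9 were called, all higher, 33 passed the adjusted p over all genes and 35 did adjusted over the list alone. Its largest called members were IFI27 (chromosome 14, 94104836 to 94116695; log2 fold change 4.60, SE 0.21, limma-voom adjusted p 7.63e-06), IFIT1 (chromosome 10, 89392546 to 89406487; 1.86, SE 0.17, adjusted p 1.17e-04) and EPSTI1 (chromosome 13, 42886388 to 42992271; 1.81, SE 0.10, adjusted p 1.84e-05). Of the 20 cancer-testis genes expressed, 15 were higher and 9 were called, 8 higher and 1 lower (TEX19, named after its values were seen). Their median log2 fold change was 0.64, also with MAGEB1 at its bound, and their mean 1.995 (camera adjusted p 2.89e-04), with 12 past the adjusted p over all genes and 15 adjusted over the list alone. MAGEB1 (chromosome X, 30243715 to 30252040) had no count in CT and 190 in DAC, at least 69.7-fold higher, and BRDT (chromosome 1, 91949343 to 92014426) rose from 0.0290 ± 0.0278 to 2.32 ± 0.0968 CPM (log2 fold change 6.42, SE 0.53, adjusted p 7.61e-05). MAGEB1 belongs to a family of similar copies. GPAT2 and ST8SIA6-AS1, named after their values were seen, were the other called genes without a count in CT. The 15 MHC-I presentation genes were higher in 14 cases (median 0.27, camera adjusted p 5.29e-05). Of these 15, 11 passed the adjusted p by either adjustment. None was called by limma-voom, edgeR or DESeq2, and 12 had an unadjusted p under 0.05.

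Of the 12 chemokine and inflammation genes tested, 11 were higher (median log2 fold change 0.83, camera adjusted p 3.28e-03), 8 passed the adjusted p by either adjustment and 4 were called by limma-voom and edgeR, and 3 by DESeq2, which did not call CCL3. The named ones were CCL2 (chromosome 17, 34255274 to 34257208; log2 fold change 2.48, SE 0.27, limma-voom adjusted p 2.65e-04), ICAM1 (chromosome 19, 10271093 to 10286615; 1.32, SE 0.09, adjusted p 2.96e-05) and PTGS2 (chromosome 1, 186671791 to 186680922; 1.03, SE 0.34, adjusted p 0.0378). The call of PTGS2 did not hold with CT replicate 1, CT replicate 3, DAC replicate 2 or DAC replicate 3 left out (log2 fold changes 0.76, 1.09, 0.75 and 0.98, adjusted p 0.103, 0.0804, 0.0836 and 0.106), nor with no filter on low counts (0.9986, just under the threshold). The proliferation list lay lower (29 of 38 genes, median -0.10, camera adjusted p 8.92e-04), with 21 genes past the adjusted p by either adjustment, 22 at an unadjusted p under 0.05, and none called by limma-voom, edgeR or DESeq2. The 38 autophagy genes had a median of 0.08, 24 of them higher, with 17 past the adjusted p by either adjustment and a camera adjusted p of 0.0463. DESeq2 size factors moved that p to 0.0512. Its called members were TFEB (chromosome 6, 41683978 to 41736259; 1.06, SE 0.09, adjusted p 6.86e-05), which was at 0.99 without DAC replicate 1, and GABARAPL1 (chromosome 12, 10212458 to 10223128; 1.03, SE 0.14, adjusted p 7.69e-04), which was at 0.93, 0.97 and 0.92 without CT replicate 1, CT replicate 3 or DAC replicate 2. The 30 unfolded protein response genes (median 0.05, camera adjusted p 0.388) had 17 higher members, 6 past the adjusted p over all genes, 3 adjusted over the list alone, 9 at an unadjusted p under 0.05, and none called by the 3 tools.

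Of the 24 endogenous retrovirus genes listed, 5 were expressed, with a median log2 fold change of 0.50, 4 higher, 4 past the adjusted p by either adjustment and a camera adjusted p of 0.0814. ERVH48-1 (chromosome 21, 42916803 to 42925630) rose from 0.0333 ± 0.0316 to 1.08 ± 0.157 CPM (log2 fold change 5.19, SE 0.60, limma-voom adjusted p 3.35e-04). ERVMER34-1 (chromosome 4, 52722618 to 52751586) fell from 3.26 ± 0.0373 to 1.62 ± 0.357 CPM (-1.03, SE 0.15, adjusted p 1.04e-03). Both were the called members of the list and were named after their values were seen.

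For the list tests, replacing the preset correlation of camera by an estimated one moved the results most. Under fry, all 7 lists past the camera threshold in DAC versus CT held, and with an estimated correlation only the interferon-stimulated and MHC-I lists did, each at an adjusted p of 0.0499. For AZA+SPA versus AZA, given next, all 4 lists past the camera threshold held under fry and none with an estimated correlation. Splits of the 6 libraries that mix the groups also put 2 to 7 lists past the camera threshold in DAC versus CT and 1 to 5 in AZA+SPA versus AZA, against 7 and 4 for the real groups. Such a split keeps part of the treatment difference, but whether this is why lists pass in it was not tested. For the 4 lists past the threshold in AZA+SPA versus AZA, the estimated correlations were 0.226 to 0.869, above the preset one. For the 7 in DAC versus CT they were -0.005 to 0.413. The camera p-values at the preset correlation can therefore be too small, and the mixed splits do not rule this out. In DAC versus CT, the smallest p fell on the real split for the double-stranded RNA response, interferon-stimulated, cancer-testis and MHC-I lists. At least 3 of 10 splits had a p as small for autophagy (3), proliferation (4) and chemokine genes (4). In AZA+SPA versus AZA, the real split had the smallest p for the double-stranded RNA response and proliferation lists, and 2 and 3 of 10 splits had a p as small for interferon-stimulated and chemokine genes.

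The DNA methyltransferase and autophagy-related genes followed by name changed little in DAC. DNMT1 was at 363 ± 13.9 against 355 ± 14.1 CPM (log2 fold change 0.03, SE 0.04, limma-voom adjusted p 0.563). DNMT3A changed by -0.15 (adjusted p 0.0127), DNMT3B by -0.04 (adjusted p 0.712) and TRDMT1 by less than its SE (0.08; adjusted p 0.996). SQSTM1 rose by 0.37 (SE 0.04, adjusted p 4.01e-04) and ATG3 by 0.12 (SE 0.03, adjusted p 0.0178). MAP1LC3B was at 0.22 (SE 0.11, adjusted p 0.135), USP10 at -0.20 (SE 0.03, adjusted p 1.58e-03) and USP13 at -0.09 (SE 0.05, adjusted p 0.213). DNMT3B and TRDMT1 changed sign between alternatives.

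The AZA+SPA and AZA libraries ask what Spautin-1 adds to AZA. No library had Spautin-1 without AZA. Effects through autophagy can therefore not be parted from other effects of Spautin-1, nor from effects it would have without AZA. Of 14215 genes tested, 173 (1.22%) were called, 67 higher and 106 lower in AZA+SPA. With no filter on low counts the call count was 759, of which 167 were shared with the 173. The adjusted p alone was passed by 6410 genes, 3206 higher and 3204 lower. Replicates of the 2 groups did not overlap for any of the 173 called genes and for 53.9% of all genes tested, where chance gives 10%. Of the higher genes, 64 were protein-coding and 2 were lncRNA. Of the lower genes, 81 were protein-coding and 14 were lncRNA. The median log2 fold change was 1.30 among higher and -1.18 among lower genes.

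IFI44L (ENSG00000137959, chromosome 1, 78619902 to 78646145) had the largest increase, from 0.991 ± 0.441 CPM in AZA to 9.10 ± 4.92 CPM in AZA+SPA (SD, n = 3 each), a log2 fold change of 3.13 (SE 0.45, limma-voom adjusted p 1.54e-04). EPX (ENSG00000121053, chromosome 17, 58192726 to 58205174) rose from 7.12 ± 0.273 to 56.2 ± 15.5 CPM (2.95, SE 0.19, adjusted p 4.91e-07). HDC (ENSG00000140287, chromosome 15, 50241947 to 50265965) rose by 2.79 (SE 0.27, adjusted p 1.10e-05), ACTG2 (ENSG00000163017, chromosome 2, 73892314 to 73919865) by 2.73 (SE 0.17, adjusted p 3.28e-07) and IFIT1 by 2.64 (SE 0.29, adjusted p 2.71e-05) on the log2 scale. ACTG2 belongs to the actin family, whose similar copies the counting may not part fully. CHAC1 (ENSG00000128965, chromosome 15, 40952962 to 40956512) had the largest decrease, from 25.3 ± 1.74 to 3.49 ± 0.849 CPM (-2.88, SE 0.13, adjusted p 3.29e-08). STC2 (ENSG00000113739, chromosome 5, 173314723 to 173328447) fell from 49.2 ± 1.13 to 9.83 ± 0.792 CPM (-2.32, SE 0.07, adjusted p 5.45e-10). DDIT4 (ENSG00000168209, chromosome 10, 72273919 to 72276036) fell from 77.2 ± 7.33 to 15.6 ± 1.35 CPM (-2.30, SE 0.08, adjusted p 2.40e-09). JPH2 (ENSG00000149596, chromosome 20, 44106590 to 44187188) and FER1L4 (ENSG00000088340, chromosome 20, 35558737 to 35607562) changed by -2.05 (SE 0.17, adjusted p 3.58e-06) and -2.02 (SE 0.20, adjusted p 1.39e-05).

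The double-stranded RNA response genes were again all higher, with a median log2 fold change of 1.74, 4 of 6 called and all 6 past the adjusted p by either adjustment (camera adjusted p 2.71e-05). The study had already reported higher OAS genes for this comparison, with RIG-I and MDA5 (IFIH1) significant but under its fold-change cutoff. The list was taken from genes the study named, so this result restates a published one and is not independent support. OAS1 rose from 8.95 ± 1.72 CPM in AZA to 28.2 ± 8.40 CPM in AZA+SPA (log2 fold change 1.63, SE 0.19, limma-voom adjusted p 3.89e-05). OAS2 rose from 9.48 ± 1.69 to 41.7 ± 16.7 CPM (2.08, SE 0.24, adjusted p 3.71e-05), OAS3 from 10.7 ± 2.61 to 48.2 ± 17.0 CPM (2.13, SE 0.23, adjusted p 2.07e-05) and GBP1 from 1.19 ± 0.394 to 4.31 ± 0.958 CPM (1.86, SE 0.22, adjusted p 4.04e-05). RIGI rose by 0.42 (SE 0.08, adjusted p 9.65e-04) and IFIH1 by 0.89 (SE 0.09, adjusted p 1.85e-05), both under the fold-change threshold. The replicates of AZA+SPA spread widely in these genes, and the fold changes were lowest for OAS1, OAS2 and OAS3 without AZA_SPA replicate 1 (1.39, 1.77 and 1.85). Of the 43 interferon-stimulated genes, 40 were higher (median 0.63, camera adjusted p 5.86e-14), 36 passed the adjusted p over all genes, 37 did adjusted over the list alone, and 16 were called, all higher. IFI27 rose by 2.16 (SE 0.27, adjusted p 6.45e-05).

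**Figure D2:**
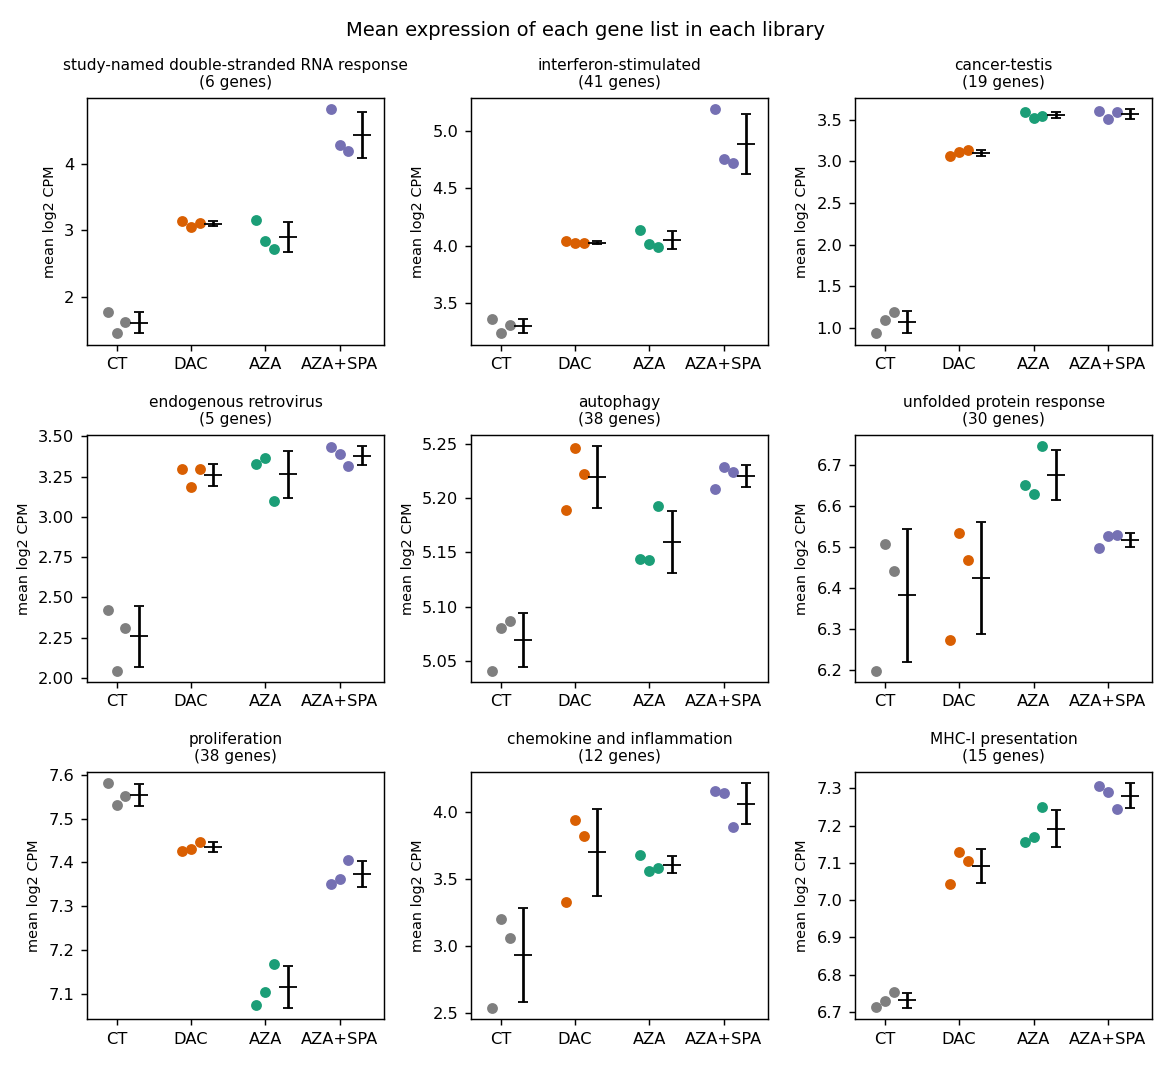
Mean log2 CPM over the genes of each of the 9 lists (vertical axis) in each library by group; dots are libraries and bars give the mean ± SD of 3 replicates. The double-stranded RNA response and interferon-stimulated lists were higher in DAC than in CT and higher in AZA+SPA than in AZA, with medians of single-gene log2 fold changes of 1.64 and 1.74 for the first list and 0.55 and 0.63 for the other.

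The proliferation genes were higher in AZA+SPA, 36 of 38, by a median of 0.24 (camera adjusted p 2.63e-11), with 31 past the adjusted p by either adjustment, 31 at an unadjusted p under 0.05, and none called by limma-voom, edgeR or DESeq2. This rise in RNA does not measure growth. In cell counts under another regimen, the study reported that Spautin-1 alone reduced proliferation and added to the effect of AZA. The mean log2 CPM of the list was 7.35 to 7.41 in AZA+SPA and 7.07 to 7.17 in AZA. It was 7.53 to 7.58 in CT, which belongs to the other experiment. Of 14 chemokine and inflammation genes, 10 were higher (median 0.48, camera adjusted p 4.04e-03), 12 passed the adjusted p by either adjustment and 3 were called. These were CCL4 (chromosome 17, 36103827 to 36105621; 1.86, SE 0.34, adjusted p 7.83e-04), CCL3 (chromosome 17, 36088256 to 36090169; 1.10, SE 0.16, adjusted p 1.68e-04) and TNFAIP3 (chromosome 6, 137867214 to 137883314; 1.01, SE 0.08, adjusted p 1.51e-06). CCL3 was at 0.63 with strand ignored and 0.97 without AZA_SPA replicate 2, under the threshold, and CCL3 and CCL4 have near-identical copies. TNFAIP3 was at 0.9959 without AZA replicate 1 and 0.9952 without AZA replicate 3, in both cases just under the threshold, and at 0.92 without AZA_SPA replicate 1. The other 5 lists did not pass the camera threshold. Autophagy had a median of 0.03 (20 of 38 higher, adjusted p 0.285), with 13 past the adjusted p over all genes, 12 adjusted over the list alone, 18 at an unadjusted p under 0.05 and none called by the 3 tools. MHC-I presentation had a median of 0.06 (9 of 15 higher, adjusted p 0.285), with 9 past the adjusted p by either adjustment, 10 at an unadjusted p under 0.05 and none called by the 3 tools. Endogenous retrovirus genes had a median of 0.02 (3 of 5 higher, adjusted p 0.82), with 2 past the adjusted p by either adjustment, 2 at an unadjusted p under 0.05 and none called by the 3 tools. Cancer-testis genes had a median of 0.02 and a mean of 0.03 while camera gave a lower direction (13 of 24 higher, adjusted p 0.82). Of these 24, 15 passed the adjusted p over all genes and 16 adjusted over the list alone, and DAZL was the called one (log2 fold change 1.61, named here after its values were seen). Unfolded protein response genes had a median of 0.03, a mean of -0.18 and a lower camera direction (adjusted p 0.82). Of the 30, 21 passed the adjusted p over all genes, 11 higher and 10 lower. Adjusted over the list alone, 22 passed, and 4 were called lower. The latter were CHAC1, ASNS, SESN2 and DDIT3, of which the last 3 were named after their values were seen.

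SQSTM1 rose from 89.8 ± 3.25 CPM in AZA to 128 ± 3.53 CPM in AZA+SPA (log2 fold change 0.51, SE 0.04, limma-voom adjusted p 4.95e-06). ATG3 rose by 0.26 (SE 0.05, adjusted p 5.57e-04), MAP1LC3B was at 0.16 (SE 0.06, adjusted p 0.0526), and USP13 at 0.07 (SE 0.04, adjusted p 0.171). USP10 was at 131 ± 5.77 against 131 ± 3.48 CPM (adjusted p 0.945) and changed sign between alternatives. DNMT1 changed by 0.15 (SE 0.04, adjusted p 0.0130), DNMT3A by -0.16 (SE 0.05, adjusted p 0.0132), DNMT3B by -0.16 (SE 0.06, adjusted p 0.0310) and TRDMT1 by 0.18 (SE 0.06, adjusted p 0.0364).

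DAC versus CT and AZA+SPA versus AZA share no library, so their calls can be set side by side. Of the 13558 genes tested in both, 530 were higher in DAC, 56 were higher in AZA+SPA and 32 were both, where 2.19 would be expected from the margins (odds ratio 34.7, 95% interval 19.7 to 62.1, Fisher's exact test p 6.42e-31). The alternative that moved this most was dropping the fold-change threshold, under which the odds ratio was 0.933 (752 shared genes, interval 0.849 to 1.03, exact p 0.151), so the overlap belonged to the genes with large changes. Of the 32 shared genes, OAS1, OAS2, OAS3, GBP1, IFI27, IFIT1 and EPSTI1 are described above, and DAZL, EPX, ACTG2, TUBA3D and CCL3, the last without a DESeq2 call in DAC, were also among them. Lower in both were 7 genes, out of 61 lower in DAC and 62 lower in AZA+SPA. Another 9 were higher in DAC and lower in AZA+SPA, and LRIG3, named after its values were seen, was lower in DAC and higher in AZA+SPA.

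**Figure D3:**
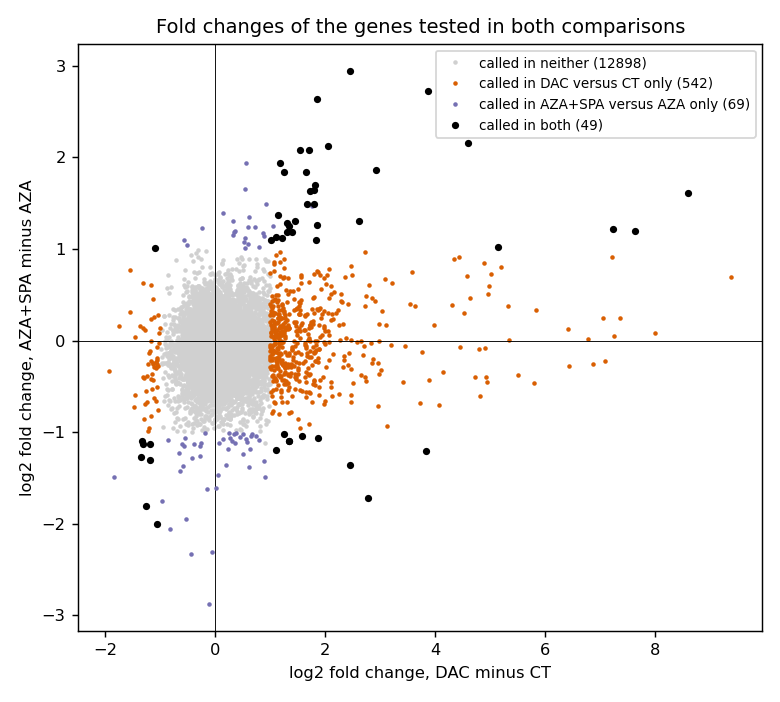
Log2 fold change of DAC minus CT (horizontal axis) against that of AZA+SPA minus AZA (vertical axis) for the 13558 genes tested in both comparisons, each point a gene. Of these, 542 were called in DAC versus CT only, 69 in AZA+SPA versus AZA only and 49 in both, of which 32 were higher in both.

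AZA versus CT sets an arm of 1 experiment against the control of the other, so treatment, vehicle, collection time and gene listing differ together. Of 14145 genes tested, 1259 (8.90%) were called, 1188 higher and 71 lower. With no filter on low counts the call count was 3735. Replicates did not overlap for 1258 of the called genes and for 71.4% of all genes tested, where chance gives 10%. PNMA5 rose to 50.4 ± 2.09 CPM (log2 fold change 10.01, SE 0.31, limma-voom adjusted p 2.78e-08) and COL11A1 to 115 ± 17.9 CPM (8.74, SE 0.42, adjusted p 3.34e-07). NFE4 (ENSG00000230257, chromosome 7, 102973483 to 102988856) had 683 counts in AZA and 1 in CT, a ratio of CPM of 771 with a counting interval of 138 to 30507. The 3 largest decreases were SLC25A6 (ENSG00000169100, chromosome X, 1386152 to 1392113), P2RY8 (ENSG00000182162, chromosome X, 1462581 to 1537185) and VAMP7 (ENSG00000124333, chromosome X, 155881345 to 155943769). They held 278 ± 9.71, 140 ± 3.01 and 88.5 ± 4.58 CPM in CT and no count in AZA, at least 14465-fold, 7324-fold and 4611-fold lower. All 3 are pseudoautosomal genes, for which the 2 gene listings differ, and 16 of the 71 lower calls are such genes, leaving 55 others. Mapping differences between the 2 experiments may reach some of these others too.

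**Figure D4:**
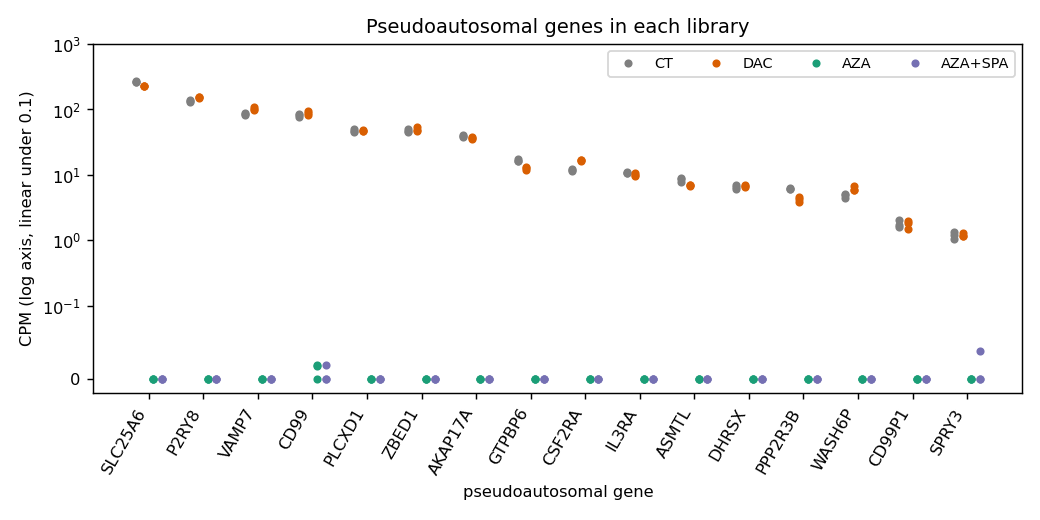
Expression of the 16 pseudoautosomal genes above 1 CPM in the mean of CT and DAC (horizontal axis) in each of the 12 libraries (vertical axis, CPM, logarithmic and linear under 0.1), each dot a library colored by group. All 16 were below 1% of that mean in the mean of the 6 AZA and AZA+SPA libraries, and 14 were at 0 in all 6 of those libraries.

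Among the genes named in advance, OAS1 (log2 fold change 1.50, SE 0.18, limma-voom adjusted p 6.60e-05), OAS2 (1.58, SE 0.16, adjusted p 2.13e-05), OAS3 (1.50, SE 0.21, adjusted p 1.40e-04) and GBP1 (2.88, SE 0.33, adjusted p 4.68e-05) were higher in AZA than in CT. RIGI was at 0.21 (adjusted p 0.0486), its replicates overlapped, and IFIH1 was at 0.42 (adjusted p 2.24e-04). DNMT1 was at -0.14 (adjusted p 0.0123), DNMT3A at -0.17 (adjusted p 5.12e-03), DNMT3B at -0.07 (adjusted p 0.263) and TRDMT1 at -0.29 (adjusted p 6.60e-03). SQSTM1 was at 0.17 (adjusted p 3.88e-03), MAP1LC3B at 0.23 (adjusted p 0.0239), ATG3 at -0.34 (adjusted p 3.73e-05), USP10 at -0.27 (adjusted p 1.31e-04) and USP13 at -0.30 (adjusted p 2.33e-04).

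Of the 573 genes called in DAC versus CT and tested in AZA versus CT, 563 (98.3%, exact binomial 95% interval 96.8 to 99.2%) changed in the same direction, and 445 were called in both, all with the same sign. The share was uneven: 504 of the 505 genes higher in DAC were also higher in AZA, and 59 of the 68 lower genes were also lower. Because both comparisons use the same CT libraries, 100 simulations of unchanged groups gave a share of 66.7% (range 62.5 to 72.8%). The simulated share covered the genes called in the real data whatever their simulated change, so it lacks the selection for large changes behind the real share. The simulations also drew all libraries independently. They left out both the difference between the 2 experiments and the pairing of CT with DAC libraries. The distance from 66.7% is therefore not a measure of the drugs alone. The correlation of log2 fold changes across 13583 genes, which are not independent replicates, was 0.728, against 0.492 (range 0.444 to 0.543) in the simulations. The alternative that moved the share most was no fold-change threshold, at 85.7%.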

Values the study reported

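The study treated THP-1 cells with AZA at 0.5 μM. Across its AML cell lines, it reported that 1.9 to 4.69% of transcripts were differentially expressed after AZA, more than 70% of them upregulated. It counted 506 endogenous retroelements that rose after AZA across these lines.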

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

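The tests of opposite-strand counts were chosen before their results were seen, and the genes named here were chosen after. Counts on the strand opposite to a gene were not part of the planned analysis. They were fitted by limma-voom for genes with no annotated gene on that opposite strand within 5 kb. Of 1335 such genes, 26 were higher and 9 lower in DAC than in CT. In AZA+SPA versus AZA, 1 was higher and 15 were lower among 1707. Strongly transcribed genes carried 0.554% of their counts over to the opposite strand in the DAC and CT libraries, and 1.04% in the AZA+SPA and AZA libraries. Of the 26, 3 (11.5%) lay above 10 times the share of the DAC and CT libraries, too far for carry-over of sense fragments at the measured rate. For the other genes this limit is too wide to tell carry-over from transcription of the opposite strand. Sense transcription was also called higher for 13 of the 26 (50%), so a rise of sense fragments was not called for the rest, and how much of the signal came from carry-over stays open. Of 10 splits of the 6 libraries, 1, the real one, called as many, which cannot exclude chance because the share cannot go under 0.1.

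The 3 genes above that share were LINC00942 (chromosome 12, 1500525 to 1504424; 0.266 ± 0.0717 against 0.0617 ± 0.0135 CPM in DAC and CT, log2 fold change 1.97, adjusted p 0.0283), SLC23A4P (chromosome 7, 135270017 to 135310621; 0.319 ± 0.138 against 0.0915 ± 0.0615 CPM, 1.77, adjusted p 0.0354) and ENSG00000280159 (chromosome 5, 54643557 to 54645987; 0.299 ± 0.0488 against 0.0301 ± 0.0392 CPM, 3.62, adjusted p 7.59e-05; n = 3 each). These may mark transcripts without an annotation, a reading that the counts per gene cannot settle, as 3 of 26 is few.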

How the results depend on the processing

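Strand ignored as an alternative, the block fit of the overlap, and the leave-out fits of the overlap and of the same-direction share, were added after the data had been seen. For every change below, the cause was not tested, except that the filters also changed the number of genes tested.

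In DAC versus CT, no filter gave 1890 calls (1685 higher, 205 lower) among 33642 genes tested, and filterByExpr gave 1093 (990 higher, 103 lower) among 17775, of which 586 and 592 were shared with the 606. No fold-change threshold gave 6379 calls (3370 higher, 3009 lower). A log2 threshold of 2 gave 136, all 136 higher and 0 lower by limma-voom, with 0 lower also at an unadjusted p under 0.05 and 1 lower each by edgeR and DESeq2. The count was 607 with edgeR, 604 with DESeq2, 596 with DESeq2 size factors, 752 with all 12 libraries in 1 fit, 586 with strand ignored, and 561 to 660 with each library left out in turn.

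In AZA+SPA versus AZA, no filter gave 759 calls (293 higher, 466 lower) among 35132 genes tested, and filterByExpr gave 467 (172 higher, 295 lower) among 18632, each sharing 167 with the 173. No fold-change threshold gave 6410 (3206 higher, 3204 lower), and a log2 threshold of 2 gave 16 (10 higher, 6 lower). The count was 173 with edgeR, 178 with DESeq2, 177 with strand ignored and 168 to 199 with a library left out. Higher genes ranged from 49, without AZA_SPA replicate 1, to 79.

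In AZA versus CT, no filter gave 3735 calls (3427 higher, 308 lower) among 34340 genes tested, and filterByExpr gave 2244 (2095 higher, 149 lower) among 18251. No fold-change threshold gave 9574 (4783 higher, 4791 lower), and a log2 threshold of 2 gave 303 (284 higher, 19 lower). The count was 1194 to 1294 with a library left out.

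For the lists in DAC versus CT, an estimated correlation put the adjusted p past 0.05 for double-stranded RNA response (0.107; all alternatives 1.13e-07 to 0.107), cancer-testis (0.103; 5.58e-17 to 0.103), autophagy (0.188; 1.05e-03 to 0.188), proliferation (0.103; 9.29e-09 to 0.103) and chemokine genes (0.273; 1.67e-04 to 0.273). Autophagy also moved past it with DESeq2 size factors (0.0512), with strand ignored (0.0610), without CT replicate 1 (0.0902) and without DAC replicate 2 (0.0766), and ranged from 0.0284 to 0.0902 with a library left out. Endogenous retrovirus genes passed under fry (5.02e-05), with no filter (3.14e-03) and without CT replicate 2 (0.0340), and ranged from 0.0340 to 0.230 with a library left out and from 5.02e-05 to 0.230 over all alternatives. The unfolded protein response changed direction without CT replicate 1 (0.543; 0.0780 to 0.890 with a library left out, and over all alternatives).

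For the lists in AZA+SPA versus AZA, an estimated correlation put double-stranded RNA response, interferon-stimulated, proliferation and chemokine genes at an adjusted p of 0.427, the highest of all their alternatives, whose lowest were 1.19e-11, 7.65e-33, 7.29e-27 and 3.95e-06. Autophagy passed under fry (0.0221) and with no filter (0.0237; all alternatives 0.0221 to 0.573). The unfolded protein response passed as lower under fry (0.0318; all alternatives 0.0318 to 0.974), changed direction with no filter (0.883) and without AZA replicate 3 (0.938), and ranged from 0.665 to 0.974 with a library left out. MHC-I presentation passed with no filter (0.0443; all alternatives 0.0443 to 0.869). Cancer-testis genes changed direction with no filter (0.152) and with strand ignored (0.861; all alternatives 0.152 to 0.974). Endogenous retrovirus genes changed direction without AZA replicate 3 (0.648; 0.648 to 0.992 with a library left out, and over all alternatives).

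With the replicate number as a block, 609 genes were called in DAC versus CT and 172 in AZA+SPA versus AZA. In AZA versus CT, where the libraries share only a number, the correlations were 0.274, -0.039 and 0.195, and the block gave 1258 calls. The odds ratio of the overlap was 38.6 (34 shared genes). The endogenous retrovirus list changed direction under the block in AZA+SPA versus AZA (adjusted p 0.879; all alternatives 0.648 to 0.992). The block changed no other call of a list or named gene. Under the block, lists were tested only with camera at the preset correlation. The fry and estimated-correlation tests were run without the block.

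Among named genes in DAC versus CT, DNMT3B (-0.04) was at 0.0441 without DAC replicate 2 and ranged from -0.09 to 0.0441 with a library left out. TRDMT1 (7e-04) was at -0.0061 with DESeq2 size factors, -0.0246 with no filter, -0.0129 with filterByExpr, -3e-04 with edgeR, -0.0073 with DESeq2, -0.009 with strand ignored and -0.0718 to 0.0614 with a library left out. In AZA+SPA versus AZA, USP10 (-0.0048) was at 0.0111 with no filter, 0.0068 with filterByExpr, 6e-04 with strand ignored and -0.0388 to 0.0252 with a library left out. The lost calls of TFEB, GABARAPL1, PTGS2, CCL3 and TNFAIP3 are given with those genes above.

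The odds ratio of the overlap changed direction with no fold-change threshold (0.933, exact p 0.151), was 8.85 with no filter, and ranged from 27.5 without CT replicate 1 to 52.6 without AZA_SPA replicate 1. The same-direction share was 85.7% with no fold-change threshold and 97.9 to 98.7% with a library left out.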

Other observations

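The tests of pseudoautosomal genes, library shares, hypoxia and ATF4 lists, and XIST were chosen only after these patterns were seen.

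The share here was 8.90%. That is higher than the value quoted from the study above. The 2 shares are unlike: the one here is of genes in THP-1 cells, with AZA set against the control of another experiment, and the study's is of transcripts in other libraries of several lines, each against its own control.

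The loss of pseudoautosomal genes in AZA versus CT may come from the reference used for the AZA and AZA+SPA libraries. If that reference held both copies of these regions, fragments from them would map to 2 places and not be counted. All 16 expressed pseudoautosomal genes were below 1% of their CT and DAC mean in the mean of the 6 libraries of both arms, with a summed expression of 0.0156 against 773 CPM, and the Y entries held almost no counts either. A fall of X-linked transcription would have reached other genes, but 0 of 405 expressed X-linked genes outside these regions were so low. The 5 expressed genes within 5 Mb of the short-arm region kept 93.6 to 140% of their level. The reference itself was not seen, so this remains a reading of the counts. At least these 16 genes should not be compared across the 2 experiments, and others may be affected. In DAC, RPL41P5, HNRNPA3P12 and HMGN2P41 (named after their values were seen) kept about their CT level. They were lower in all AZA and AZA+SPA libraries. Other lower genes, such as CHST4, also fell in DAC. The multi-mapping share was 8.67 to 9.19% in CT and DAC and 10.3 to 10.9% in AZA and AZA+SPA.

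More transcription from repeats, which the study measured, could raise the share of multi-mapping fragments, but these shares cannot settle it. The multi-mapping share was 8.78 ± 0.0962% in DAC and 9.01 ± 0.166% in CT (difference -0.232 points, exact permutation p 0.1, adjusted 0.333), and in AZA+SPA it differed from AZA by -0.0893 points (exact p 0.6, adjusted 0.75). Fragments outside genes differed by 0.297 points in DAC (exact p 0.3, adjusted 0.5) and by -0.892 points in AZA+SPA (exact p 0.3, adjusted 0.5). The smallest p possible with 3 against 3 libraries was 0.1, over a family of 10 such tests. Within same-numbered pairs, the multi-mapping share differed by -0.189, -0.384 and -0.124 points in DAC and by 0.247, -0.25 and -0.265 points in AZA+SPA (exact sign-flip p 0.25 and 0.5). The share outside genes differed by 0.229, 0.165 and 0.497 points in DAC and by -0.934, -1.38 and -0.363 points in AZA+SPA (exact p 0.25 each, the smallest possible with 3 pairs). The multi-mapping share was thus lower in DAC in all 3 pairs, the direction opposite to that of more transcription from repeats. The share outside genes was instead higher in DAC in all 3 pairs, and lower in AZA+SPA in all 3. The shares therefore point both ways and leave the question open.

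Several glycolysis and hypoxia genes were among the 7 genes lower in both comparisons (ALDOC, BNIP3 and PFKFB4, named after their values were seen). A list of 36 hypoxia response genes, written after this was seen, had a median log2 fold change of -0.44 in DAC versus CT (25 of 33 lower, camera adjusted p 2.15e-04, fry 0.0884, estimated correlation 0.598) and -0.40 in AZA+SPA versus AZA (31 of 33 lower, camera 4.17e-12, fry 2.37e-04, estimated correlation 0.0413). Without the members called in either comparison the median was -0.40 (camera adjusted p 1.86e-03, fry 0.0997) and -0.31 (1.52e-07, fry 1.05e-03, estimated correlation 0.0569). Of 10000 random lists matched on expression, GC content and transcript length, 0% lay as low in DAC and 0% in AZA+SPA, which speaks against a bias of that kind. Of 10 splits, 1, the real one, put the median as far from 0 in DAC, and 1 did so in AZA+SPA. In AZA versus CT, which crosses experiments, the list did not fall (median 0.04, 19 of 33 higher, camera adjusted p 0.474). A lower hypoxia response across the list, for example from a lower cell density, may underlie the fall with Spautin-1. In DAC such a response stays open, because fry and an estimated correlation did not pass in the fit without a replicate block. The study counted cells under these treatments, but no count or oxygen level for these libraries was available here.

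CHAC1, ASNS, SESN2, DDIT3 and DDIT4 are targets of the transcription factor ATF4. A list of 32 ATF4 targets, also written after this was seen and sharing 6 genes with the unfolded protein response list, was lower in AZA+SPA versus AZA (median -0.66, 31 of 32 lower, 10 called, camera adjusted p 1.63e-21, fry 8.29e-05, estimated correlation 0.0413), and without the members called in either comparison its median was -0.55 (camera 6.33e-13, fry 1.02e-04, estimated correlation 0.0445). In DAC versus CT the median was -0.12 (21 of 32 lower, 11 higher, camera 0.0223, fry 0.194), with 0 members called lower and 2 called higher. Removing the members called in either comparison left 20 genes with a median of -0.23 (camera 2.71e-03, fry 0.0884), and part of that shift is built in, as the 2 higher ones were removed. Random matched lists lay as low in 0% of cases for AZA+SPA and 2.39% for DAC. Of 10 splits, 1, the real one, put the median as far from 0 in AZA+SPA, the smallest share possible, and fry and the estimated correlation passed there. In DAC, 3 of 10 splits did, and fry did not pass in the fit without a replicate block, so that fall stays open. Spautin-1 could thus have lowered an ATF4 response present in AZA-treated cells. The study already describes Spautin-1 as a suppressor of the unfolded protein response. The list for that response was mixed here, with 11 members higher and 10 lower past the adjusted p over all genes. In AZA versus CT the ATF4 list was at 0.97 (camera 3.54e-10, fry 1.01e-03, estimated correlation 0.387). That comparison crosses experiments and shares the AZA libraries, which enter the 2 comparisons with opposite sign. Protein-level measures of ATF4 in the same cells would test this.

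XIST (chromosome X, 73820649 to 73852723), named after its values were seen, had 1 count in CT and 267 in DAC, a ratio of CPM of 294 with a counting interval of 52.3 to 11647 (1.58 ± 0.148 CPM in DAC). Silencing of X-linked genes along with it could be expected if most cells expressed it, but the median log2 fold change of 429 X-linked genes was 0.02, at percentile 50.1 of 10000 random autosomal lists. Their lower quartile was at percentile 81.8. Silencing in a minority of cells stays open.

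For the gene-level calls, 1 of 10 splits of the libraries, the real one, called as many genes in DAC versus CT, 1 in AZA+SPA versus AZA and 1 in AZA versus CT. Every other split called 0 genes, against 606, 173 and 1259. For the lists, 3 of 10 splits put as many past the threshold in DAC versus CT and 3 in AZA+SPA versus AZA. A share of 1 in 10 is the smallest possible with 3 libraries a side. A mixed split keeps part of the treatment difference and adds the rest to the spread, so the share alone does not measure chance. Only 4 of the 10 splits part all 3 same-numbered pairs, so with pairing the smallest share is 1 in 4. These 4 put 7, 7, 5 and 4 lists past the threshold in DAC versus CT, the real split first. In AZA+SPA versus AZA they put 4, 5, 3 and 1. The gene-level calls rest on the tests between replicates.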
